A study of Petromyzon marinus with 4 samples.

How the data were processed

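RNA was measured in single cells of sea lamprey gonads in 4 libraries: larval libraries 1 and 2, 1 library of a female transformer and 1 of a male transformer. Per the labels' protocols, gonads of wild-caught animals were dissociated with a neuron isolation kit, live cells were enriched by flow sorting, and cells were captured and libraries prepared with a PIPseq T20 3′ kit. The deposited files of each library hold a list of barcodes, a list of features and a matrix. Per the file headers each matrix holds integers, 1 count per gene and barcode, and no normalization was seen in the values. Whether a count stands for 1 molecule or 1 read is not stated, nor are the aligner, the counting tool, the genome build and the annotation. The barcodes were not filtered to cells before deposit: the median barcode had 1 count.

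All 4 feature lists were identical and held 21967 features, of which 13987 had a LOC number in place of a symbol. These numbers were looked up by gene ID in the gene table of assembly UKy_Petmar_22M1.pri1.0, where 11871 matched and 688 received a symbol. The table gives no product names and was used for names and neighbours only, so no coordinates are given. Haemoglobin genes were to be left out of the named genes, which could not be done without product names. A set of 24 features carries a number in place of a gene name. They held 2.54% of the counts in female cells, 4.91% in male cells, 4.31% in larval library 1 and 4.63% in larval library 2, and were left out of all summed counts, tests and CPM.

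Cells were called with 1 count minimum for all libraries, which was 5 times the largest of the 4 backgrounds. The background of a library was the median count of the barcodes ranked 40000 to 80000, and the largest was 375 (male), which gave a minimum of 1875 counts. A cell also had at least 250 genes and at most 20% of its counts from the 13 mitochondrial genes. Doublets were marked with Scrublet in scanpy 1.11.5. Its automatic threshold marked 5.48% of the female cells and under 0.5% of the cells of each other library, where cells at or above the 95th percentile of the scores were removed instead, which with ties was more than 5% of the cells. This removed 1675 female cells, 2248 male cells, 991 cells of larval library 1 and 1049 of larval library 2. Counts were scaled to 10000 per cell and log-transformed. Variable genes were chosen with the library as batch (1998 after mitochondrial genes were left out), and 30 principal components, 15 nearest neighbours and Leiden clustering (leidenalg 0.10.2, resolution 1) without batch integration gave the clusters.

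Clusters were named from marker lists fixed beforehand. A marker was raised in a cluster where its mean was at least log2 1 above the median of the cluster means and at least 10% of the cells had a count. A germ cell-like cluster needed at least 3 raised germ cell markers and more of them than of any other class, and any other class also needed all of its listed markers raised. Of 67 germ cell markers, 31 features were found. The lists of the other classes were found only in part: 5 of 23 supporting cell, 1 of 9 steroidogenic, 7 of 18 stromal, 4 of 16 endothelial, 1 of 11 smooth muscle, 1 of 12 epithelial, 0 of 7 erythroid, 1 of 17 myeloid, 0 of 13 lymphocyte, 2 of 11 neural, 1 of 8 skeletal muscle, 0 of 6 adipocyte and 3 of 9 renal tubule markers. Supporting cells, blood cells, muscle and the other classes without a name may therefore be present without having been named. A germ cell-like cluster was set aside as mixed where at least 5 of its 10 leading genes, against the other germ cell-like clusters, were among the 50 leading genes of a cluster of another kind with at least as many cells. Another named cluster with 5 such genes stayed unnamed.

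Counts were summed per library over all called cells, germ cell-like cells and other cells (all but germ cell-like and mixed), and CPM was the count relative to the library's total in that set. For the stage comparison the 2 larval and the 2 transformer libraries were compared with edgeR 4.0.16 (TMM factors, filterByExpr, robust quasi-likelihood test, two-sided, R 4.3.3) at a Benjamini-Hochberg adjusted p of 0.05. An SE given with a log2 fold change is approximate. It was back-calculated as the size of the log2 fold change divided by the square root of the F statistic. The test was checked on simulated counts for the same genes and libraries with 200 genes changed by log2 2. It recovered 3% of them over all cells (18983 genes), 3.5% in germ cell-like cells (18034 genes) and 71.5% in other cells (18507 genes). The false calls were 0, 0 and 8 in the same order. These values hold for the simulated counts only, since real genes may vary more between libraries. In the real other cells LOC116951663, with a log2 fold change of 10.81, had an edgeR adjusted p of only 0.0369. The recovery and the false calls therefore do not give the power or the error rate on the real counts. The female and male libraries were not tested against each other. Their difference was described by the median absolute log2 ratio over genes with at least 100 counts, after all libraries were thinned to the same total. On simulated pairs without a difference this measure gave 0.08 over 8592 genes in germ cell-like cells and 0.06 over 11985 genes in other cells. Shares carry exact 95% binomial intervals and CPM exact 95% Poisson intervals, both for counting error only. A count of 0 was given the upper limit that 3 counts or cells set.

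The named genes of the stage test were the 5 largest and 5 smallest log2 fold changes past the threshold, with both transformer libraries on the same side of both larval libraries and a mean of at least 10 CPM in the higher stage. Those of the female and male comparison were the 5 largest log2 ratios in each direction among genes with at least 100 counts, with 0.5 added to each count. Mitochondrial genes were left out. A panel of 64 genes for germ line, meiosis, oocyte, somatic sex, steroid and cycling functions was reported where a gene had at least 20 counts.

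The tests, the count minimum rule, the marker and panel lists, the rules for named genes and most alternatives were fixed before the data were examined. The alternatives fixed then were RLE factors, DESeq2 1.42.0, other low-count filters, a model with the 3 groups as separate levels, each library left out, a doubled count minimum, a minimum per library at the steepest fall of the barcode rank curve, doublets kept, no mitochondrial filter, Leiden resolutions of 0.5 and 2, and each library clustered on its own. Choices made after values were seen were the reference for raised markers, the requirement of all markers for classes other than germ cells, the rules for mixed clusters in their final form, and the removal of the features without a name. So were the thresholds and gene sets for genes near 0 in 1 sex, the gene set on chromosome 43, the analyses of rare cells and of barcodes listed for more than 1 library, and the settings in which germ cell markers were kept out of clustering or mixed clusters counted as germ cells. The other settings for the remaining class shares and part of those for panel and named genes were also added later. Scrublet scores can depend slightly on the processor, so that a generic instruction set was used. The other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9 and matplotlib 3.10.9.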

Results

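Single-cell 3′ RNA libraries were made from gonads of wild-caught sea lampreys with a particle-templated capture kit, after dissociation and enrichment of live cells by flow sorting. The 4 libraries fell into 3 groups. A pair of larval libraries held gonads that had not yet differentiated into ovary or testis, 1 library came from a female transformer and 1 from a male transformer. A transformer is a lamprey at metamorphosis, the stage that follows the larva. The number of animals behind each library was not given in the sources used here. The design raises 3 questions: which cell classes the gonad held in each library, what changed between larva and transformer, and how the female and the male gonad differed.

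The deposited tables held 288723418 counts over 2505364 barcodes for the female transformer and 406358335 counts over 2728810 barcodes for the male transformer. Larval library 1 held 239024376 counts and larval library 2 held 268135961. After the cell filters, 28912 cells were called in the female library, 37975 in the male library, and 18647 and 19527 in larval libraries 1 and 2. The median called cell had 4592 counts in the female library, 7267 in the male library, 5320 in larval library 1 and 5764 in larval library 2. Called cells held between 69.5% and 75.0% of a library's counts. Every interval given here covers counting error only, since there was 1 library per transformer sex and the larval group had 2.

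The cells formed 58 clusters. Only 2 clusters, with 0.521% of the called cells, held at least 10% of their cells from each stage. The larval libraries shared their clusters: 99.1% of larval cells lay in clusters in which each larval library gave at least 40% of the larval cells. Of the 31 clusters made mostly of transformer cells, 10 had at least 5% of those cells from each sex. These 10 clusters held 68.9% of the female and 20.5% of the male cells that were neither germ cell-like nor mixed. The larval libraries, titled biological replicates 1 and 2, differed by more than counting error: over 29 clusters their cell numbers gave a chi-square of 2.58 per degree of freedom, and the SD of the log2 ratio between them was 0.13 over 2871 genes with high counts.

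Germ cell-like cells made up 2.01% of the called cells in the female library (580 of 28912 cells, exact 95% binomial interval 1.85 to 2.17%) and 71.9% in the male library (27287 of 37975, 71.4 to 72.3%). The larval libraries had 6.38% (1190 of 18647, 6.03 to 6.74%) and 6.33% (1236 of 19527, 5.99 to 6.68%), a mean of 6.36% ± 0.0368 (SD, n = 2). The female share thus lay below, and the male share above, both larval shares by far more than the larval libraries differed. The setting that moved the male share most was a doubled count minimum, under which it was 81.6%. A further 3.82% of male cells (1449 cells), 2 female cells and 1 cell of larval library 1 lay in clusters that carried germ cell genes together with genes of other cells and were kept out of both sets. Unnamed clusters with at least 3 raised germ cell markers held 0.295% of the cells of larval library 1 and 0.215% of larval library 2. Different clusters held the germ cell-like cells of the libraries: cluster 28 held 98.1% of the female ones, cluster 0 held 93.4% of the male ones, and clusters 19 and 23 held 56.4% and 42.4% of those in larval library 1. The live-cell sort was part of every preparation, and how it affected the classes is not known.

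Endothelial-like cells, named from FLT1, FLT4, TIE1 and VWF, made up 5.60% of called cells in the female library (5.34 to 5.87%), 0.277% in the male library (0.226 to 0.335%), and 3.90% and 4.13% in larval libraries 1 and 2. Among cells that were neither germ cell-like nor mixed the shares were 5.72% in the female and 1.14% in the male library, against 4.17% and 4.41% in the larval libraries. Renal tubule-like cells, named from CUBN, LRP2 and PAX2, made up 17.4% of called cells in the female library (16.9 to 17.8%) and 5.52% and 5.80% in larval libraries 1 and 2. In the male library there were 0 of 37975 cells, which allows a share of up to 0.0079%. Doubling the count minimum moved the female renal tubule-like share most, to 25.9%, and lowered the female endothelial-like share to 3.48%. Unnamed clusters in which stromal markers were the most frequent held 24.1% of female, 20.2% of male, 36.1% of larval library 1 and 35.4% of larval library 2 cells. Not every stromal marker was raised in them. No cluster met the rule for supporting cells, and the lists of the remaining classes had fewer than 3 markers among the features and could name no cluster. An unnamed cluster of 92 female cells (0.318%) carried endothelial markers together with the leading genes of another unnamed cluster, and a mixed cluster of 46 male cells carried them together with germ cell genes.

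**Figure D1:**
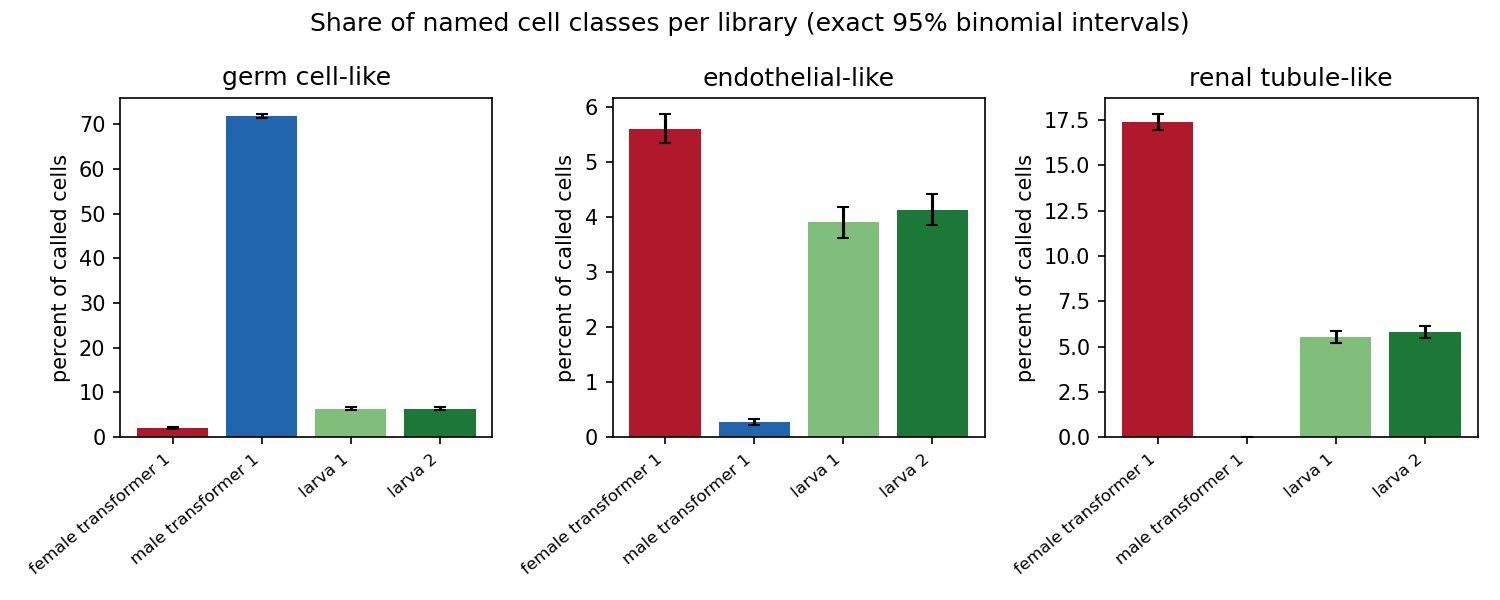
Share of germ cell-like, endothelial-like and renal tubule-like cells among called cells, in percent, per library, with bars from 0 and exact 95% binomial intervals. The germ cell-like share was 2.01% in the female and 71.9% in the male library, and the larval libraries lay between them at 6.38% and 6.33%.

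The stage comparison asked which genes differed between the larval and the transformer libraries. Counts were summed per library and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with both sexes together as the transformer group. Over all called cells, 0 of 18983 genes passed an adjusted p of 0.05, while 3379 had an unadjusted p under 0.05 and DESeq2 called 1789. In germ cell-like cells, 0 of 18034 genes passed, with 2754 at an unadjusted p under 0.05 and 660 called by DESeq2. In the other cells, 715 of 18507 genes passed, 283 higher and 432 lower in the transformers. In that set 39.6% of the calls were higher in the transformers, against 58.2% of the 3091 calls by DESeq2. The count for other cells did not hold when either larval library was left out. The spread then comes from the female and male libraries alone, so that this does not show dependence on a larval library. Without 1 transformer library, where the spread comes from the larval pair alone, the count rose. Barcodes of called cells were also listed for the other library of the same stage in at least 24.98% of cells, against at most 3.58% for libraries of the other stage, so that stage may coincide with a batch of handling. The biological coefficient of variation in the fit was 0.465 over all cells, 0.513 in germ cell-like cells and 0.331 in other cells.

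In other cells, the 5 named genes with the largest rise were LOC116951566, LOC116951565, LOC116951657, LOC116951579 and LOC116951663. LOC116951566 stood at 17737 CPM (counts scaled to equal totals over the named features) in the female and 8704 in the male transformer library and at 2.99 and 1.08 in the larval libraries, a log2 fold change of 13.19 ± 0.98 (SE; edgeR adjusted p 0.0369). The log2 fold changes of the other 4 were 13.04, 12.18, 11.49 and 10.81, each with an edgeR adjusted p of 0.0369. The 5 with the largest fall were LOC116951577 (log2 −10.13 ± 0.63, SE), LOC116951636 (−9.77), LOC116948796 (−7.62), LOC116948803 (−7.28) and LOC116950999 (−6.79), with edgeR adjusted p-values between 0.0369 and 0.0398. LOC116951577 stood at 1882.5 and 2084.8 CPM in the larval libraries and at 1.82 and 0.666 CPM in the female and male libraries. LOC116948796, LOC116948803 and LOC116950999 were among the 10 leading genes of cluster 11, a renal tubule-like cluster. All 10 genes had both transformer libraries on the same side of both larval libraries. None of the 10 passed without larval library 1 (lowest adjusted p 0.486) or without larval library 2 (0.492).

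Of these 10 genes, 7 lay on chromosome 43 in the gene table of assembly UKy_Petmar_22M1.pri1.0, which was used for names and neighbours only because the build behind the counts was not given. In a set chosen after these values were seen, 18 genes of this chromosome led 1 of a pair of clusters, cluster 3 of the transformers or cluster 25 of the larvae. In all called cells, 10 of the 18 were more than 10-fold higher in each transformer library than in each larval library (transformer form), 5 were the reverse (larval form), and 3 were neither. A run of 8 transformer-form genes were neighbours in the table, from LOC116951663 to LOC116951551. A group of 5 genes next to NPRL3 held LOC116951579, a transformer-form gene, between LOC116951575 and LOC116951577, which were of the larval form, as were LOC116951576 and LOC116951578. Both forms together took 13.7% of the counts of female cells, 1.62% of male, 1.23% of larval library 1 and 1.498% of larval library 2. The form of the other stage gave 0.0130% of those counts in the female, 0.365% in the male, 0.938% in larval library 1 and 0.776% in larval library 2. Neighbouring genes of this kind may share reads with near-identical copies, so the split between such genes is uncertain. Of the 15 genes of either form, 12 passed the edgeR threshold in other cells.

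**Figure D2:**
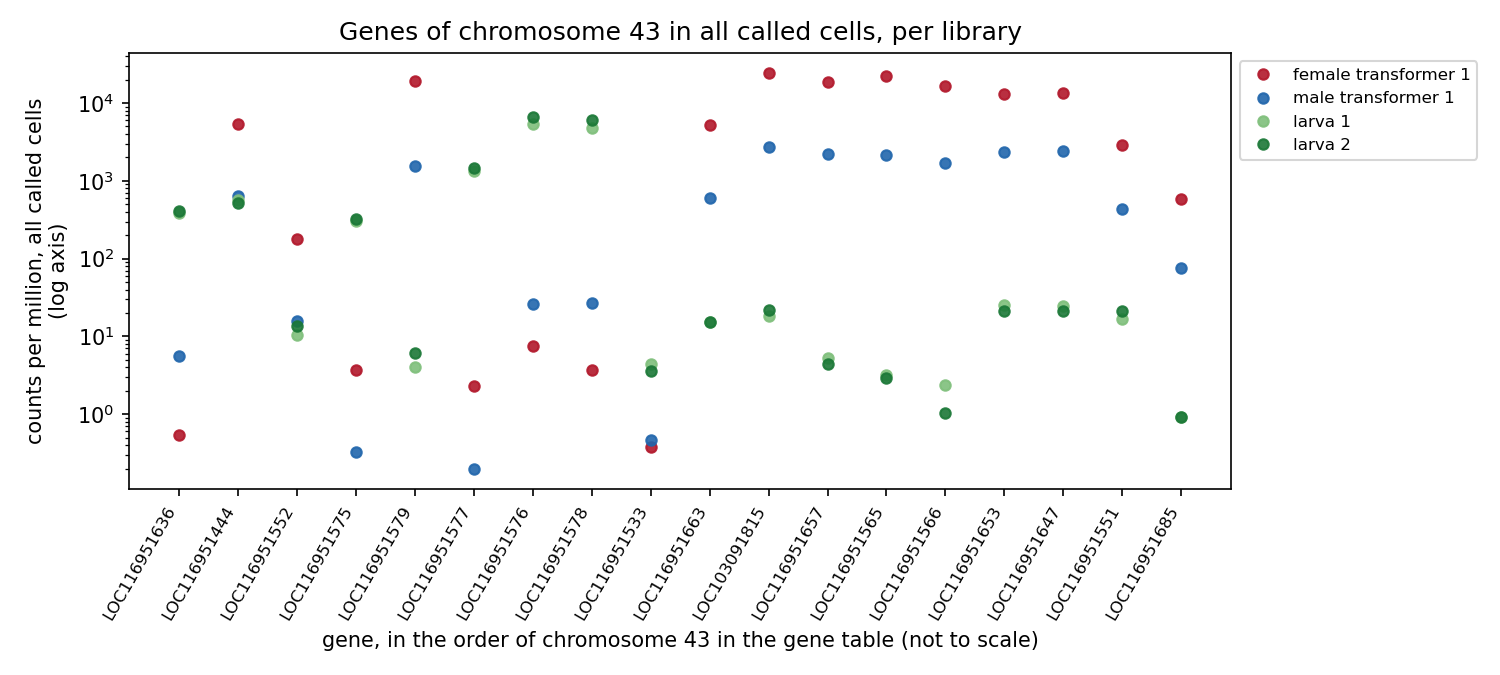
CPM over all called cells (log axis) of the 18 genes of chromosome 43, in gene order and not to scale, with 1 point per library. The 10 transformer-form genes lie more than 10-fold higher in both transformer libraries and the 5 larval-form genes more than 10-fold higher in both larval libraries.

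The female and the male transformer library were compared without a test, since there was 1 library of each and the difference has no replicate check. In germ cell-like cells the median absolute log2 ratio over 9240 genes was 0.96 at equal depth, against 0.13 between the larval libraries and 0.08 from counting noise. In other cells it was 0.53 over 11747 genes, against 0.12 between the larval libraries. The median signed log2 ratio of female to male was 0.365 in other cells, against 0.051 between the larval libraries. Part of the 0.53 may therefore be a common offset of scaling, and the measure was not recomputed under TMM. The alternative that moved the germ cell value most was a minimum of 20 counts (0.89), and for other cells it was a doubled count minimum in cell calling (0.60). Scaling by TMM in place of CPM shifted all female minus male log2 ratios by 0.06 in germ cell-like cells and by −0.36 in other cells.

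Of the 64 panel genes fixed beforehand, 20 were found in the feature list, and all 20 reached 20 counts in both cell sets. FIGLA, ZP3, SYCP1, AMH, DMRT1, SOX9 and FOXL2 were among those not found under these names. In germ cell-like cells SYCP3 stood at 15.03 CPM in the female library (221 counts, exact 95% Poisson interval 13.1 to 17.1), 190.6 in the male library (43974 counts), and 72.8 and 81.9 in larval libraries 1 and 2, a log2 ratio of female to male of −3.66. Of the 221 female counts, 174 came from 6 of the 11 cells that clustered with male germ cell-like cells. When each library was clustered on its own this ratio was −6.27. PIWIL1 stood at 31.2, 313.1, 61.9 and 64.3 CPM in the same order of libraries (log2 −3.33), NANOS1 at 10.6, 127.8, 23.6 and 25.1 (−3.59) and MAEL at 6.12, 59.8, 56.1 and 54.5 (−3.28). SPO11, TDRD1, TDRD9, DMC1, EMX2 and PCNA were also lower in the female library, by log2 ratios from −3.23 (SPO11) to −0.96 (PCNA). MEIOC (1.48), CTNNB1 (1.40), WNT4 (1.12) and PIWIL2 (0.99) were higher in the female library. DDX4 stood at 3.54 CPM in the female and 3.51 in the male library under this scaling, and at 13.6 and 12.3 in the larval libraries. In female germ cell-like cells 122 genes that were near 0 in male ones took 45.0% of the counts, against 16.3% and 15.6% in the larval libraries and 0.110% in the male library, which lowers the CPM of every other gene in the female cells. Leaving those 122 genes out of the totals, a step added after the values were seen, raised the log2 ratio of every gene by 0.86. It was then −2.80 for SYCP3, −0.90 for DMC1, −0.10 for PCNA and 0.88 for DDX4.

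In other cells PIWIL1 stood at 0.780 CPM in the female and 12.3 in the male library (log2 −3.98), SYCP3 at 1.18 and 6.08 (−2.37), WNT4 at 0.780 and 8.06 (−3.37) and FST at 6.89 and 1.56 (2.13). The male values of PIWIL1 and SYCP3 were 3.94% and 3.19% of their values in male germ cell-like cells, and both genes stood at 268.5 and 128.1 CPM in the male barcodes without cells. Under TMM scaling the small female excess of CYP19A1, EMX2, MEIOC, PIWIL2 and REC8 in other cells changed sign.

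**Figure D3:**
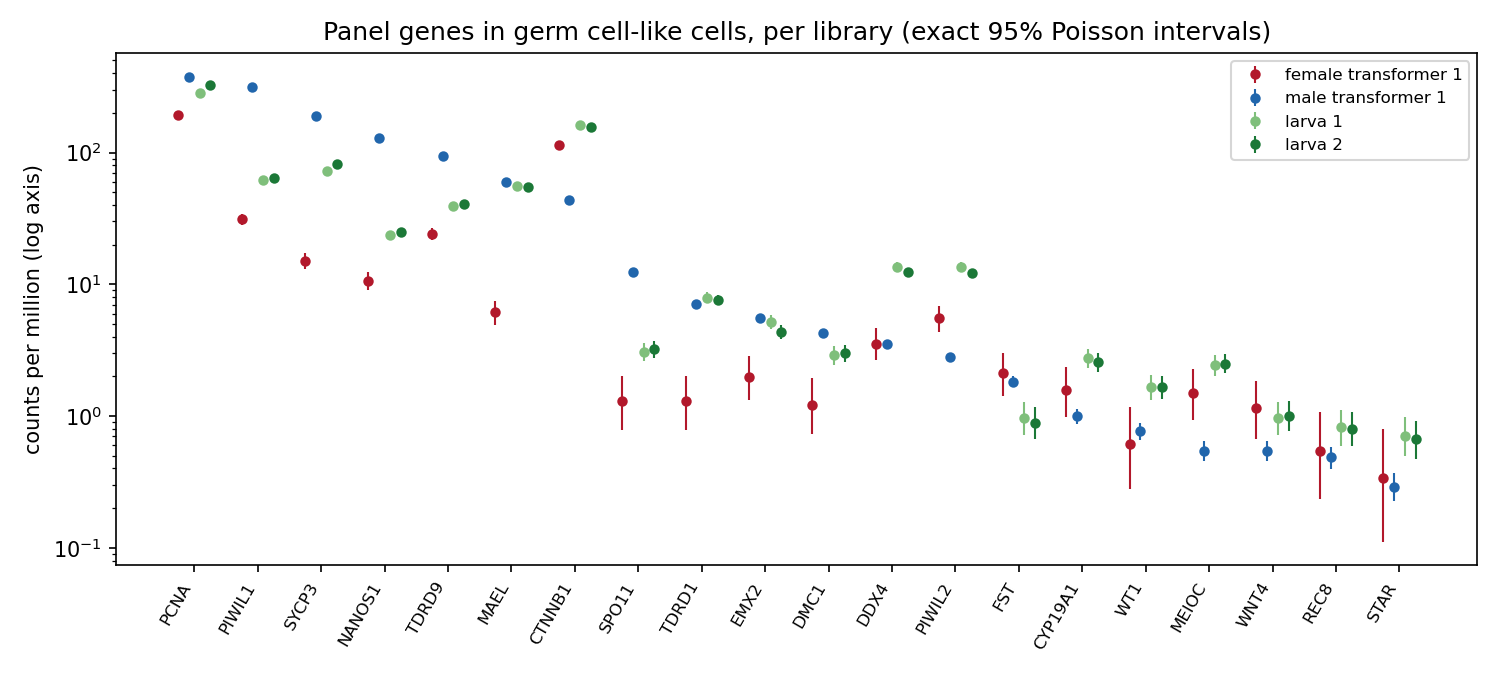
CPM (log axis) of the 20 panel genes in germ cell-like cells, 1 point per library with exact 95% Poisson intervals, ordered by the male library. SYCP3, PIWIL1 and NANOS1 lie above both larval libraries in the male and below them in the female library.

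By the fixed rule of size, with 0.5 added to each count, the genes highest in the female relative to the male library in germ cell-like cells were LOC116956100, LOC116956113, LOC116947082, LOC116956115 and LOC116947083, with log2 ratios from 9.87 to 10.32. LOC116947082 and LOC116947083 are neighbours on chromosome 29 in the gene table, and genes of such groups can share reads. LOC116947082 stood at 6277.6 CPM in the female, 6.18 in the male and 1425.7 and 1446.5 in the larval libraries. Most male counts of the 122 genes, to which these belong, came from 73 male cells in the female germ cell-like cluster (164852 counts), against 88089 in the 27213 cells of the male germ cell-like clusters. The genes highest in the male library were LOC116944030 (log2 −10.28), LOC116937220 (−9.33), LOC116945780 (−8.66), LOC116952421 and LOC116937070. LOC116944030 stood at 0.204 CPM in the female (3 counts), 295.4 in the male, and 313.6 and 322.5 in larval libraries 1 and 2. LOC116937220 had 2 counts in the female library and LOC116945780 had 1. By counts alone the male to female ratio was 1448 for LOC116944030 (exact 95% interval from counting 495.5 to 7022), 803.4 for LOC116937220 (222.4 to 6635) and 607.2 for LOC116945780 (108.9 to 23980). LOC116952421 and LOC116937070 had 0 counts in the female library, so that their log2 ratios of −8.53 and −8.43 rest on the 0.5 count added to each library. Against a floor of 3 counts over the female library they were at least 61.4-fold and at least 57.5-fold higher in the male library.

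In other cells the genes highest in the female library were MIOX, LOC116948504, LOC116949699, LOC116945950 and FTCD. MIOX stood at 2547 CPM in the female, 0.367 in the male and 1614.2 and 1605 in the larval libraries (log2 12.72). Renal tubule-like cells held between 97.4% and 98.2% of the counts of these 5 genes in female other cells. The genes highest in the male library were LOC116937268 (log2 −10.62), LOC116937220 (−8.96), LOC116945874 (−7.42), LOC116945780 (−6.56) and LOC116939766 (−6.53). LOC116937220 had 1 count in female other cells, a male to female ratio of 747.1 (132.4 to 29670), and its male value of 4.13 CPM was 3.78% of that in male germ cell-like cells, with 86.1 CPM in male barcodes without cells. LOC116937268 had 0 counts in female other cells and was at least 261.5-fold higher in the male library against a floor of 3 counts, and its male value of 4.34 CPM was 3.37% of that in male germ cell-like cells. LOC116945874 stood at 493.9 CPM in the male library, above its 8.42 CPM in male germ cell-like cells and its 156.4 CPM in male barcodes without cells.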

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

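The test of where the counts of the 5 female-high genes of other cells lay, and 7 of the 9 settings behind the positions of the germ cell-like shares, were fixed beforehand, and all other tests in this part were chosen only after the result was seen. Every value here compares the female and the male library with the larval libraries between them: the female library lay on 1 side of both larval libraries and the male library on the other, with 95% counting intervals apart. With 1 library per sex the difference was not tested in any of these cases. Such opposite positions were found for 3 class shares, for 8 of 20 panel genes in germ cell-like cells and 5 of 20 in other cells, and for 8 of 10 genes named by size in each set.

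The germ cell-like share was lower in the female than in the male library by −69.8 percentage points. Settings of cell calling, doublet removal and clustering did not account for these positions against the larval libraries, which held in 9 of 9 alternatives. Dilution by renal tubule-like cells in the female library did not either: without them the female share was 2.43%, against 6.75% and 6.72% in the larval libraries. What stays open is sex, which was not tested, and any other difference between the animals, dissections or sorts. With 1 library per sex these cannot be told apart.

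The endothelial-like share differed by 5.33 points. Germ cells filling the male library do not explain its low share, since among male cells that were neither germ cell-like nor mixed it was 1.14%, still below the larval 4.17% and 4.41%. With the mixed cells and a mixed cluster of 46 male cells with endothelial markers counted in, it was 1.41%. The renal tubule-like share differed by 17.4 points, and 0 male cells had this name. Germ cells filling the male library cannot account for that: the upper limit that 3 cells set among male cells that were neither germ cell-like nor mixed was 0.0325%, against 5.89% and 6.19% in the larval libraries. Nor were such cells hidden in other male clusters, since CUBN stood at 3.53 CPM in male other cells, against 51.1 and 48.2 CPM in the larval libraries and 175.75 CPM in the female library. LRP2 stood at 1.61 CPM in the male library against 18.1 and 19.7 in the larval libraries, and PAX2 did not separate them, at 24.2 CPM against 32.8 and 36.3. In the female library LRP2 (17.6 CPM) and PAX2 (21.8 CPM) lay below the larval libraries, so that only CUBN followed the larger female share. Kidney tissue taken along in some dissections is a candidate explanation. It cannot be told apart from a difference between the gonads, because the female library, with 17.4%, was the only one of its sex.

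In other cells, 5 genes were higher in the female library: MIOX (log2 12.72), LOC116948504 (10.17), LOC116949699 (10.04), LOC116945950 (9.79) and FTCD (9.52). Renal tubule-like cells, present in the female library and not in the male library, held at least 97.4% of their counts in female other cells, while those cells held 35.05% of all counts. This accounts for their near absence from the male library, and the open explanations for that share apply to them too. Their female levels against the larval libraries were not explained in this way: FTCD stood at 109.5 CPM against 7.70 and 7.24, and LOC116948504 at 541.5 CPM against 522.5 and 467.8.

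In germ cell-like cells the log2 ratio of female to male was −3.66 for SYCP3, −3.59 for NANOS1, −3.33 for PIWIL1, −3.28 for MAEL, −3.23 for SPO11, −1.98 for TDRD9, −1.76 for DMC1 and −0.96 for PCNA. NANOS1 and SPO11 were not particular to germ cell-like cells, as both stood higher in other cells of the female and larval libraries. Very abundant genes dilute all others in the female cells, as 122 genes took 45.0% of female counts. Leaving these genes out of the totals raises the ratio of every gene by the same 0.86. Dilution is therefore not the whole cause for the 7 genes other than PCNA: the ratio nearest 0 was then −0.90 (DMC1), with female and male intervals apart for each. The positions against the larval libraries are less firm, as only 3 of the 8 genes (NANOS1, PIWIL1 and SYCP3) then kept opposite positions with intervals apart. DMC1, SPO11 and TDRD9 kept them with overlapping intervals, the male level of MAEL lay below both larval libraries, and that of PCNA lay between them. The larval level also pools clusters that differed: SYCP3 stood at 42.9 CPM in larval cluster 19 and at 210.1 CPM in larval cluster 23, the latter above the male 190.6 CPM, as were DMC1 (7.10 CPM) and PCNA (587.65 CPM) of cluster 23 above their male levels. For PCNA −0.10 was left, less than the median of 0.13 between the larval libraries. Dilution and a lower level of PCNA cannot be told apart, because 1 shift applies to every gene and any gene with a ratio near it would give this value. Different germ cell states in the female and male libraries are a further candidate explanation, since 98.1% of the female cells lay in 1 cluster that held few male cells. State and sex cannot be told apart here, because the female and the male library held nearly all their germ cells in different clusters.

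Among genes named by size in germ cell-like cells, the log2 ratio was 10.32 for LOC116956100, 10.28 for LOC116956113, 9.99 for LOC116947082, 9.95 for LOC116956115 and 9.87 for LOC116947083. These genes belong to the 122 genes above, whose male counts came mostly from 73 cells (164852 counts, against 88089 in 27213 cells of the male germ cell-like clusters). Dilution would lower them in the female library and is no explanation for them, while state and sex were not separated. The ratio was −8.66 for LOC116945780, with 1 female count, and −8.53 for LOC116952421 and −8.43 for LOC116937070, each with 0 female counts, where the value rests on the 0.5 count added. LOC116952421 was at least 61.4-fold and LOC116937070 at least 57.5-fold higher in the male library, against a floor of 3 counts over the female library. A difference in cell state was not separated from sex for these genes either, for the reason given above.

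In other cells the log2 ratio was −3.98 for PIWIL1, −2.37 for SYCP3, −1.24 for TDRD9, −3.37 for WNT4 (LOC116950388), −0.52 for NANOS1, −7.42 for LOC116945874, −6.56 for LOC116945780 and −6.53 for LOC116939766. Free RNA from male germ cells may account for PIWIL1, SYCP3 and TDRD9. Over 17 genes near 0 in female germ cell-like cells, the male level in other cells had a median of 3.69% of the level in male germ cell-like cells (quartiles 3.37 and 3.78%), and 14 of the 17 lay between 3 and 5%. With that percentage taken off, 0.795 CPM of PIWIL1, −0.95 CPM of SYCP3 and 3.66 CPM of TDRD9 were left, against 0.780, 1.18 and 3.04 CPM in the female library. Free RNA does not account for the other 5 genes: their levels in male other cells were at least 98.3% of those in male germ cell-like cells, the lowest being NANOS1. LOC116945874 and LOC116939766 were among the 10 leading genes of an unnamed cluster of 6615 male and 6 female cells, so that these values may reflect a kind of cell that was nearly absent from the female library. For these 5, a difference between the sexes and any other difference between the 2 libraries both stay open and untested.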

How the results depend on the processing

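Among the tests here, the settings in which germ cell markers were kept out of clustering, mixed clusters counted as germ cells, and the larval shares were taken from 1 larval library were chosen after the results were seen, as were all other settings for the endothelial-like and renal tubule-like shares and part of those for panel and named genes.

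The number of genes in the stage comparison depended on the model more than on the cells. Over all called cells edgeR called 0 genes (3379 at an unadjusted p under 0.05), DESeq2 called 1789, and a model with the 3 groups as separate levels called 12249. For germ cell-like cells edgeR called 0 (2754 unadjusted), DESeq2 660 and the model with 3 levels 10246. In other cells edgeR called 715, DESeq2 3091 and the model with 3 levels 10373. In the model with 3 levels, and wherever 1 transformer library was left out, the spread comes from the larval pair alone by construction, since the female and male libraries no longer share a level. Where 1 larval library was left out, the spread comes from the female and male libraries alone. With each library left out in turn, the count ranged from 0 to 13283 over all cells, from 0 to 12105 in germ cell-like cells and from 0 to 10678 in other cells. Over all cells it was 13283 without the female library, 11309 without the male library, and 0 without larval library 1 (429 at an unadjusted p under 0.05) and 0 without larval library 2 (405). For germ cell-like cells it was 12105 without the female library and 9472 without the male library, and 0 without larval library 1 (307 unadjusted) and 0 without larval library 2 (300 unadjusted). In other cells it was 9042 without the female library, 10678 without the male library, and 0 without larval library 1 (1371 at an unadjusted p under 0.05) and 0 without larval library 2 (1347). In these fits the lone library was assumed to vary like the other libraries.

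In other cells, 179 genes were called when each library was clustered on its own, of which 151 were among the 715, and the cause was not tested. The remaining 11 settings for this set gave 509 to 1040 genes. A filter of 10 CPM gave 725 genes, of which 370 were among the 715, since only 5573 genes were tested. The calls shared between each of these settings and the 715 had the same sign. The 10 named genes had the same sign under every setting. They passed under DESeq2 and all other settings for which a value was had, except that 0 of 10 passed without either larval library, 9 of 10 without the female library (highest adjusted p 0.0624) and without the male library (0.0598), and 8 of 10 with each library clustered on its own (0.0578). Their edgeR adjusted p-values over settings without a library left out or a change of model ranged from 0.0215 to 0.0578.

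The positions of the female and the male library against both larval libraries in the 3 class shares held under 9 of 9 settings, while the shares themselves moved and the order of the larval libraries changed under some. Doubling the count minimum gave germ cell-like shares of 2.35% (female), 81.6% (male) and 7.25% (larval mean). The endothelial-like shares were then 3.48%, 0.0629% and 2.19%, and the renal tubule-like shares 25.9% in the female library and 7.36% as the larval mean. A minimum per library at the steepest fall gave a larval mean of 8.09% germ cell-like cells, and renal tubule-like shares of 14.3% (female) and 4.49% (larval mean). With doublets kept, the male germ cell-like share was 69.89%, the larval endothelial-like mean 4.19%, and the renal tubule-like share 16.9% in the female library and 5.89% as the larval mean. Without the mitochondrial filter the female germ cell-like share was 1.73%. At resolution 0.5 the germ cell-like share was 1.77% in the female library with a larval mean of 7.82%, and the endothelial-like share 5.92% (female) and 0.398% (male). At resolution 2 the female germ cell-like share was 1.73% and the larval mean 5.97%. Clustering without the germ cell markers gave 1.73% and 5.96%. With each library clustered on its own, the germ cell-like shares were 1.70% (female), 71.1% (male) and 7.04% (larval mean), the endothelial-like shares 5.92% (female) and 0.406% (male), and the renal tubule-like larval mean 5.44%. Counting mixed clusters as germ cells gave a male share of 75.7%. The causes of these shifts were not tested. Leaving out 1 larval library turns the larval mean into the other library's value, which stays within the SD of a pair by construction.

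The median absolute log2 ratio of female to male stayed within 0.49 and 1.02 over 22 recomputed values for both cell sets. None of these changed the scaling, and this measure was not recomputed under TMM. Of 420 recomputed log2 ratios of panel genes, 90 moved by more than the larval pair's median and 1 whose intervals were apart changed sign: EMX2 in other cells stood at 0.33 with CPM and at −0.023 with TMM scaling, which shifts all genes of that set by −0.36. Of 210 recomputed log2 ratios of genes named by size, 74 moved and 0 changed sign. These include the values for germ cell-like cells with the 122 abundant female genes left out of the totals, which shifts every ratio by 0.86. WT1 (LOC116939910), whose intervals overlapped, stood at −0.25 with CPM and at 0.61 under that setting.

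Depth limits the female germ cell-like cells most, with 14707789 counts in 580 cells, and the male other cells, with 43565166 counts. In the simulated stage data the test recovered 3% of changed genes over all cells and 3.5% in germ cell-like cells. Real genes may vary more than the simulated ones, so these values are no measure of power on the real counts. A count of 0 in these sets says little about single genes. No paired analysis was possible because the groups share only replicate number 1, and with 1 library per transformer sex no pair of numbers repeats.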

Other observations

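All tests in this part were chosen after the pattern they concern had been seen, and each explanation given here is a hypothesis.

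In germ cell-like cells, 17 genes with at least 20 CPM in the male library stood at 1/100 of that level or less in the female library, and 10 of them reached 20 CPM in both larval libraries. Of the 17, 8 (47.1%) lay on unplaced sequences in the gene table, against 69 of the 3527 genes with 20 CPM in the male library (1.96%). At a 30-fold difference 29 of 92 genes were unplaced (31.5%), and at a 10-fold difference 39 of 209 (18.7%). Too few female counts do not explain this. At the male level at least 312 counts per gene would have been expected at the female depth. A sequence missing in the female animal is a candidate explanation. It stays open. In the largest male germ cell-like cluster, 5 female cells carried the 8 unplaced genes at 983.9 CPM (34 counts over 7 genes). Male cells carried into the female suspension before capture cannot be excluded as their source. The 6 female cells in the other male germ cell-like clusters had SYCP3 at 5244 CPM, unlike the 191.01 CPM of the male cells. They also carried the unplaced genes, at 211.0 CPM (84.8 to 434.7), but with only 7 counts over 2 genes. The state of the female germ cells is another candidate explanation. In the female germ cell-like cluster, 73 male cells had 101.7 CPM of the 8 unplaced genes. The male germ cell-like clusters had 908.4 CPM, and the 569 female cells of the same cluster as the 73 had 2.73 CPM. Part of the 101.7 CPM may be free RNA, as male barcodes without cells had 667.1 CPM of these genes. Those male cells had 0 counts of MIOX, which stood at 54.1 CPM in the female cells, and 0 of their barcodes had at least 100 counts in the female library. With any count, 26 of the 73 had a barcode listed for the female library, a larger share than the 24.96% of other male cells. A barcode listed with under 100 counts does not tell which library was the source. The 73 cells had the transformer-form genes of chromosome 43 at 452.4 CPM (398.9 to 511.1). Male cells of the male germ cell-like clusters had 453.3 CPM of them, and the 569 female cells had 9441 CPM. Like the MIOX counts and the barcodes with at least 100 counts, these values do not lean toward the female library. Whether those cells formed in the male gonad or came from another suspension keeps this open. Larval cluster 19 goes against such a state. It had the 122 genes abundant in female germ cell-like cells at 195700 and 189530 CPM in larval libraries 1 and 2. It still carried the 8 unplaced genes, at 2301.2 and 2250.7 CPM. In other genes the likeness to the female cells of cluster 28 was partial. ZAR1L stood at 102.4 CPM in cluster 19 and 126.7 in those female cells, against 18.2 in male cluster 0. SYCP3 (42.9 against 2.46 CPM), MAEL (58.3 against 5.74) and CPEB1 (33.0 against 128.8) differed between cluster 19 and the female cells. Whether the cells of cluster 19 share the state of the female cells is therefore not settled.

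Chromosome 43 held 10 genes of a transformer form and 5 of a larval form. Whether reads are shared between near-identical copies cannot be told. At most 0.938% of the counts of both forms came from the form of the other stage, but the forms were chosen for a large difference between the stages, which keeps this open. Whether a stage-specific cell type entered or left the gonad sample cannot be told: 55 transformer cells in the larval cluster took 14.1% of their counts from transformer-form genes and 0.00894% from larval-form genes. Larval cells of that cluster took 48.5% and 52.75% of their counts from the larval form, so that it is not clear that the 55 cells are of the same kind. Whether these are haemoglobin genes cannot be told either, because 0 erythroid markers were in the feature list and the gene table gives no product names.

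Germ cell-like clusters made almost wholly of male cells also held 35 larval cells, 14 of larval library 1 and 21 of larval library 2. SYCP3 stood at 2470.9 CPM in them (2280.7 to 2672.8), against 191.01 CPM in the 27213 male cells of these clusters. At least 5 counts and 1000 CPM of SYCP3 were found in 25 of the 35 larval cells and in 75 of the 27213 male cells. Barcodes or reads carried over from the male library do not explain them, since 0 of the 35 had a barcode listed for the male library, against 3.56% of other larval cells. Male cells carried into the larval suspensions would have the male level of SYCP3, which lay far below the pooled larval value. This argues against that source for the 25 larval cells high in SYCP3 only. Of the 35, 30 had any SYCP3 count, and the largest of these clusters held 3 cells of larval library 1 and 7 of larval library 2. The 8 unplaced genes stood at 940.0 CPM in the 35 cells, against 908.4 in the male cells and 2303.2 in larval germ cell-like clusters. That goes with carried male cells, which stay open for the cells low in SYCP3. Doublets would lie between their parent cells in SYCP3. No cluster exceeded 343.57 CPM when pooled, but single cells did. Of the 2391 larval cells in larval germ cell-like clusters, 15 had at least 5 counts and 1000 CPM of SYCP3. Doublets with such cells therefore stay open. TERB2 stood at 666.3 CPM in these larval cells, MEIOB at 475.9 and SPATA22 at 483.9, against 267.3, 27.9 and 7.45 CPM in the male cells. The larval libraries differed: SYCP3 stood at 3511 CPM in larval library 1 and 1727 in larval library 2, TERB2 at 980.2 and 442.0, MEIOB at 675.6 and 333.2, and SPATA22 at 789.8 and 265.2. The female library held 11 cells in the same clusters. SYCP3 stood at 5244 CPM in the 6 of them outside the largest of these clusters (174 counts), but at 318.3 CPM in the 5 inside it (11 counts). The larval cells high in SYCP3 and those 6 female cells may be germ cells in meiosis, a hypothesis found and tested on the same cells.

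Clusters split by stage. Each library being a batch of its own does not explain this for the larvae. Of their cells, 99.1% lay in clusters shared by both larval libraries. The transformer libraries shared less. Of their 31 clusters, 10 had at least 5% of the transformer cells from each sex. Those 10 held 68.9% of the female and 20.5% of the male cells that were neither germ cell-like nor mixed. For them, a batch per library cannot be told apart from a difference between the sexes. A technical difference shared by the libraries of 1 stage may also give the split, in which 0.521% of called cells lay in clusters with cells of both stages. It cannot be told apart from a difference between the stages, because no batch is given in the labels and every library belongs to 1 stage only. Between 24.98% and 34.2% of the called cells of a library had a barcode that was also listed for the other library of the same stage, with a median of 1 count there, against 2.67% to 3.58% for libraries of the other stage. Reads exchanged between libraries handled together may give such sharing, so that stage may coincide with a batch.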
